A study of Mus musculus with 2 samples. Its data were reported in "Gut microbiota butyrate mediated RUNX3 promotes Nr4a1highZFP36high resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis" (2025).

How the data were processed

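The series measured gene expression in single cells of mouse colon lamina propria, the connective tissue under the gut epithelium. GEO's labels describe the cells as CD11b-positive, a surface protein of myeloid cells encoded by Itgam. There were 2 libraries, each the only one of its group: one titled Runx3_fl and one titled Runx3. The study compared mice with Runx3 deleted through Lyz2-driven Cre, which acts in myeloid cells, with floxed littermates. Neither title states whether Cre was present, so no genotype was assigned to a library, and both are named by their titles throughout.

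The authors prepared the libraries with 10x Genomics 3' chemistry, version 3 per the labels, and sequenced them on an Illumina instrument. The deposited files are filtered matrices of UMI counts per gene and cell. UMIs are molecular barcodes that count each captured RNA molecule once. Per the file headers the counts came from Cell Ranger, and they are whole numbers that were not normalized. The authors kept only barcodes that the software called cells. The genome build is not stated. Of the 32285 gene IDs in the files, 32235 were in the GENCODE M21 annotation, which is on GRCm38. Coordinates in the report are those of that annotation for the gene ID, not those used to align the reads.

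Cells were kept by the limits the study states: 200 to 6000 genes detected and at most 15% mitochondrial UMIs. This kept 11885 of 12968 cells in the library labelled Runx3_fl and 8167 of 8953 in the library labelled Runx3. The upper limit on genes was the treatment of doublets, which are droplets with more than 1 cell. An alternative also removed the cells with the highest share of simulated doublets among their 30 nearest neighbours within each library, at 0.8% per 1000 cells, which took out 1130 and 534 cells. Both libraries were clustered together. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were used, and cells were grouped by the Leiden method at resolution 1 on a shared-neighbour graph of 15 neighbours. The 11 study genes, the stress genes, and immunoglobulin, T cell receptor, mitochondrial and ribosomal protein genes were left out of the clustering genes. The population genes, cytokines and T cell genes stayed among them. The clustering method of the study was not used here, so a difference from the study may come from rebuilt cell names. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and leidenalg 0.10.2.

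Clusters were named from marker lists fixed before the data were examined. The thresholds of the naming rule were set after a first look at the clusters. A marker counted when it was detected in at least 25% of the cluster's cells and was at least 1 log2 unit above the other cells, with 10 CPM added. A name needed 3 markers. A cluster stayed unnamed when a second lineage had 5 markers, as doublets would, when its 10 leading genes held more markers of another class, or when its median UMI count was over 3 times below that of its own library and no marker was among those genes. T-like clusters were called Treg-like with 4 Treg markers including Foxp3, CD8 T-like with Cd8a and Cd8b1, CD4 T-like with Cd4, and other T-like without these. Macrophage/monocyte-like cells were clustered again with each gene centred within each library. The rule on leading genes left the macrophage cluster with the most resident markers unnamed. That cluster is therefore compared by number, through a rule chosen after this was seen: at least 3 resident markers, more than monocyte markers, and fewer than 3 markers of another lineage.

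Because each group had 1 library, no test was run and no p-value is given. UMIs were summed over the cells of a class and given as CPM, the gene's UMIs relative to all UMIs of the class, with the exact Poisson interval of the sum. Shares of cells carry the exact Clopper-Pearson interval. Where a count of 0 is said to allow a share, that limit is 3 counts of the total. All intervals are at 95% and cover counting error only, not differences between animals or libraries. Ratios are log2 of CPM plus 1 in the library labelled Runx3 over that labelled Runx3_fl. For the share of cells with a UMI, each cell was thinned to 2000 UMIs, which left out 616 cells of the library labelled Runx3_fl and 1868 of the library labelled Runx3. A gene list was described by its median log2 ratio and its percentile among 10000 random lists of the same size matched on mean expression, drawn from genes with at least 10 UMIs. The named genes were fixed beforehand: the study genes, population genes, cytokines and T cell genes, and the 8 genes with the largest positive and 8 with the largest negative ratio in macrophages among genes at 50 CPM or more in a library and detected in at least 10% of its cells. The ratio and list steps were checked on simulated macrophage sums with 200 changed genes among 3351: all 100% of changed genes came back within 0.25 log2 units, and a list of 20 raised genes lay at percentile 100 and one of 20 unchanged genes at percentile 19.9. The sums were Poisson draws from 1 shared profile, and the known shift in total was taken out before scoring. The check therefore covers the arithmetic and counting error, not free RNA, cell mix or other differences between libraries.

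Free RNA, which droplets pick up from lysed cells, was estimated in macrophages from 19 immunoglobulin, T cell and neutrophil markers as the median ratio of their level to that of the whole library. The estimate was 4.17% in the library labelled Runx3_fl and 14.0% in the library labelled Runx3. The estimate is crude. In the library labelled Runx3, T cell markers gave 14.0% to 24.9% and immunoglobulin genes 2.92% to 4.85%, and Csf3r, at 215% and 124% of the level in the whole library, was higher in macrophages than in the whole library. Alternatives changed the mitochondrial limit, the gene minimum, the doublets, the resolution, the centring, the clustering genes, the scaling, the weight of cells, the free RNA, the subpopulation mix, the thinning, the pseudocount and the filter on low values. The limits that decided the tests of explanations in the closing section were set after the ratios had been seen. Alternatives on sex genes, on unnamed clusters 3 and 10, on the resident rule and on macrophage clusters with at least 20 cells of each library were added after the data were seen. Equal subpopulation shares means that cells of the library labelled Runx3 were weighted to the macrophage cluster shares of the other library.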

Results

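Single-cell RNA profiles of colon lamina propria were collected in 2 libraries, 1 per group, so differences between them have no replicate check. The library labelled Runx3_fl held 12968 cells and 146204416 UMIs, with a median of 9024.5 UMIs and 2729.5 genes per cell. The library labelled Runx3 held 8953 cells and 75478164 UMIs, with a median of 5472 UMIs and 2052 genes per cell. After filtering, 11885 and 8167 cells remained. A count of 0 allows a share of up to 0.0252% of kept cells in the first library and 0.0367% in the second.

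The gene targeted in the study, Runx3 (ENSMUSG00000070691; chromosome 4, 135120652 to 135177990 in GRCm38, protein coding), was examined first as a check of the labels. In macrophage/monocyte-like cells it was at 136 CPM (95% Poisson interval 130 to 141) in the library labelled Runx3_fl and at 213 CPM (207 to 220) in the library labelled Runx3, a log2 ratio of 0.65. Setting the median gene, over all genes with at least 10 UMIs, to a ratio of 0 lowered this to 0.29, the alternative that moved it most. In DC-like cells, which are dendritic cells, the levels were 188 and 269 CPM. In NK-like cells the order was the opposite, with 853 CPM in the library labelled Runx3_fl and 649 CPM in the library labelled Runx3. T-like cells had 235 and 244 CPM, neutrophil-like cells 46.8 and 41.0 CPM and plasma-like cells 69.3 and 64.5 CPM, where the intervals overlapped. The neutrophil-like cells of the library labelled Runx3 included cluster 21, with 179 cells there and 0 in the other library. In neutrophil-like cluster 6, with 844 and 378 cells, Runx3 was at 46.8 and 39.7 CPM. B-like cells had 101 and 68.7 CPM. A Runx3 UMI was present in 21.6% (19.4 to 23.9) of macrophages thinned to 2000 UMIs in the library labelled Runx3_fl and in 31.6% (29.4 to 34.0) in the library labelled Runx3, against 67.6% and 66.1% before thinning. The thinning left out 6 and 79 macrophages, 153 and 125 neutrophil-like cells, and 5 and 118 B-like cells. As background, the thinned shares were 4.49% and 5.79% in neutrophil-like cells and 12.6% and 10.7% in B-like cells. Median depths were 12654.5 and 9388 UMIs in macrophages, 2948.5 and 3738 in neutrophil-like cells, and 5984 and 5346 in B-like cells. Neither title states the presence of Cre, and Runx3 was not lower in macrophages of the library labelled Runx3. Directions below are therefore between labelled libraries and not between genotypes.

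**Figure D1:**
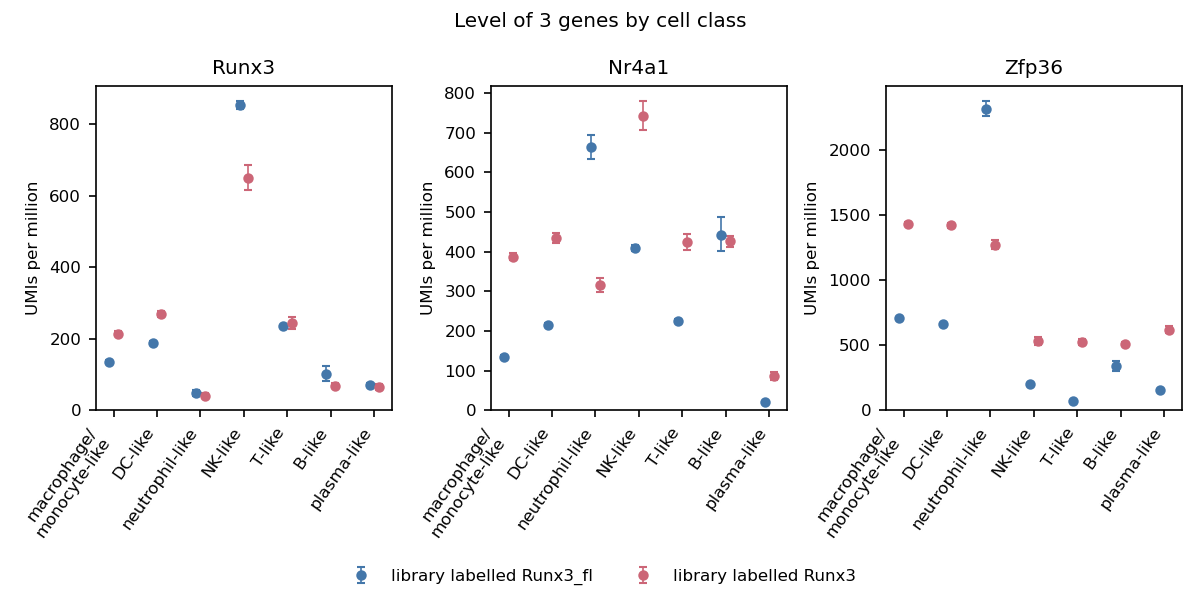
CPM of Runx3, Nr4a1 and Zfp36 on the y axes, by cell class on the x axes, in both libraries, with bars for the exact 95% Poisson interval. Runx3 was higher in the library labelled Runx3 in macrophage/monocyte-like cells (213 against 136) and lower there in NK-like cells (649 against 853).

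The next comparison asked how the makeup of the cells differed. Clustering gave 32 clusters, of which 24 were named. Macrophage/monocyte-like cells were 11.5% (10.9 to 12.1) of kept cells in the library labelled Runx3_fl and 20.5% (19.6 to 21.4) in the library labelled Runx3. NK-like cells were 26.7% (25.9 to 27.5) and 2.83% (2.48 to 3.21). T-like cells were 24.6% (23.8 to 25.4) and 6.92% (6.38 to 7.49). B-like cells were 1.25% (1.05 to 1.46) and 16.5% (15.7 to 17.4). Neutrophil-like cells were 7.1% and 6.82%, a difference within the intervals. DC-like cells were 14.6% and 11.6%, and this order was opposite at resolution 2. Unnamed clusters held 10.7% of cells in the library labelled Runx3_fl and 29.9% in the library labelled Runx3. Among them, cluster 3 held 1.55% and 20.2%, and cluster 10 held 4.01% and 1.75%. Both had 2 macrophage markers, 1 short of the name. Their median UMI counts were 1110.0 and 1058.5 in cluster 3 and 3255.5 and 3452 in cluster 10, against 9573 and 5731 over all kept cells, and cluster 3 was led by haemoglobin and mast cell protease genes. Counting clusters 3 and 10 as macrophages widened the difference in macrophage share from 9.0 to 25.3 percentage points, the largest move among the alternatives. The limits of the naming rule were set after the clusters were seen. Clusters with under 3 markers, these 2 included, held 9.02% and 24.4% of kept cells in all. Clusters with markers of 2 lineages held 0.0505% and 3.98% for B and macrophage, 0.345% and 1.43% for macrophage and neutrophil, 1.03% and 0.0612% for NK and T, and 0.286% and 0.0857% for T and neutrophil. Of the clusters named macrophage/monocyte-like among the 32, one was led by immune genes such as Il6, Nos2 and Il1a, and another by genes that included Saa3 and Ccl2. With 1 library per group, a cluster mostly of 1 library may be that library and not a type, and 23 of the 32 clusters had at least 80% of their cells from 1 library.

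**Figure D2:**
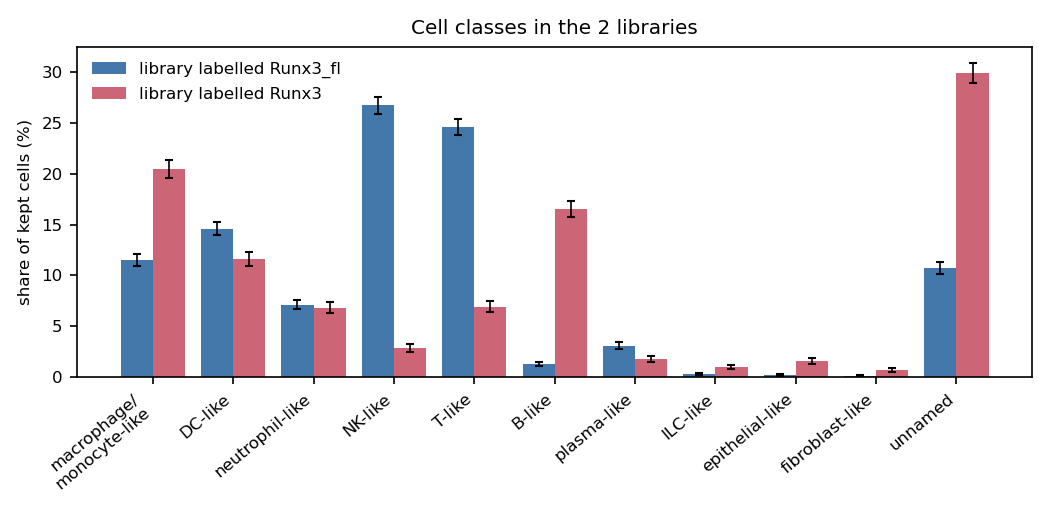
Share of kept cells in percent on the y axis for each named class and the unnamed clusters on the x axis, in both libraries, with exact 95% Clopper-Pearson intervals. NK-like cells were 26.7% and 2.83%, and B-like cells 1.25% and 16.5%, in the libraries labelled Runx3_fl and Runx3.

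The study asked whether resident macrophages depend on Runx3. Clustering of the macrophage/monocyte-like cells gave 13 clusters, and in 8 of them at least 80% of cells came from 1 library, a limit set after the clusters were seen, so these may be libraries and not types. Macrophage cluster 7 carried 7 of the 13 resident markers. It was left unnamed because its 10 leading genes held no resident marker and 1 dendritic cell marker, so it was compared by number. It held 77 of 1364 macrophages in the library labelled Runx3_fl, or 5.65% (4.48 to 7.01), and 95 of 1672 in the library labelled Runx3, or 5.68% (4.62 to 6.90). As shares of all kept cells these were 0.648% (0.512 to 0.809) and 1.16% (0.942 to 1.42), where the intervals did not overlap. The study gave its macrophage populations as proportions of all CD11b-positive cells, whereas the kept cells here include T-like and B-like cells. The share of macrophages was not stable to the processing. Over 10 settings it ran from 0.5% to 16.4% in the library labelled Runx3_fl and from 5.35% to 22.2% in the library labelled Runx3, higher in the library labelled Runx3 in 5 settings and lower in 5, with the main setting, where the intervals overlapped, among the first 5. With the name rule on leading genes kept, 2 settings had no resident-like cells, and the share was higher in the library labelled Runx3 in 2 settings and lower in 6. The resident markers Cx3cr1 and Mrc1 themselves differed between the libraries. No direction is therefore reported for resident macrophages as a share of macrophages. As a share of all kept cells, macrophage cluster 7 was higher in the library labelled Runx3 in the main setting. The other settings were compared only among macrophages, which were themselves 11.5% and 20.5% of kept cells. The monocyte-like cluster held 10.8% (9.18 to 12.5) and 0.957% (0.548 to 1.55) of macrophages, or 147 and 16 cells. Xist was among its 10 leading genes, so it may be a cluster of that library and not a type.

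**Figure D3:**
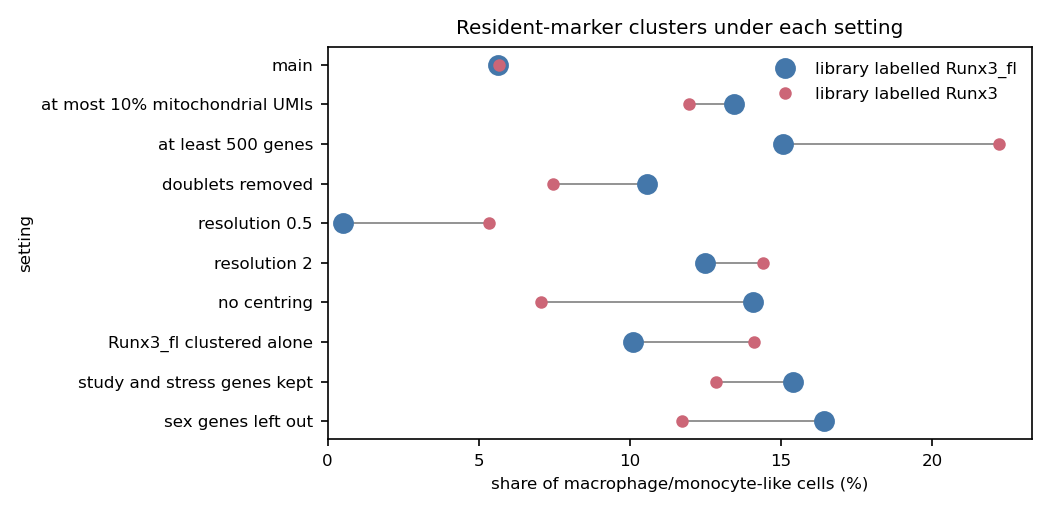
Share of macrophage/monocyte-like cells in percent on the x axis that fell in clusters meeting the resident marker rule, for each processing setting on the y axis, with 1 point per library. The library labelled Runx3 lay above the other in 5 of the 10 settings.

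The study genes were then compared in macrophages. Over the 15461 genes with at least 10 UMIs, the median log2 ratio was 0.36. It was 0.09 over the 3679 genes that passed the filter for named genes, which has a minimum of 50 CPM. Random lists matched on expression to the 34 stress genes that are not study genes had a median of -0.02. The shift of 0.36 thus did not hold at higher expression, and setting it to 0 may take too much off the ratios of such genes. Nr4a1 (chromosome 15, 101254269 to 101274795) was at 134 CPM (129 to 139) in the library labelled Runx3_fl and 387 CPM (378 to 396) in the library labelled Runx3, a log2 ratio of 1.52. Zfp36 (chromosome 7, 28376784 to 28380253) was at 707 CPM (694 to 719) and 1429 CPM (1412 to 1447), a log2 ratio of 1.02. Il1b (chromosome 2, 129364570 to 129371139) was at 5789 CPM (5754 to 5825) and 1768 CPM (1748.5 to 1787), a log2 ratio of -1.71. Ccl5 (chromosome 11, 83525778 to 83530518) was at 1711 CPM (1692 to 1730.4) and 687 CPM (675 to 699), a log2 ratio of -1.32. As background, Ccl5 was at 167 CPM (143 to 195) and 31.7 CPM in B-like cells, and at 1326 and 39.4 CPM in the 12 and 51 fibroblast-like cells. The 4 genes kept these directions under the 11 alternatives, and scaling to the median lowered Nr4a1 to 1.17 and Zfp36 to 0.66. In macrophage cluster 7 the log2 ratio was 1.24 for Nr4a1 and 0.51 for Zfp36, against 1.92 and 0.80 in the monocyte-like cluster and 1.54 and 1.10 in the remaining macrophage clusters. Among the remaining clusters, macrophage cluster 10, with 22 and 35 cells, had 0.82 (0.43 to 1.22) and 0.55 (0.34 to 0.76), which overlapped the intervals of cluster 7 (0.95 to 1.56 and 0.38 to 0.65). The interval of Nr4a1 in cluster 7 also overlapped that of the remaining clusters together (1.47 to 1.62). The interval of Zfp36 in cluster 7 lay below that of the remaining clusters together (1.07 to 1.14). The differences between clusters were not tested. Nr4a1 and Zfp36 were also higher in the library labelled Runx3 in DC-like, NK-like, T-like and plasma-like cells, with Nr4a1 at 225 and 423 CPM and Zfp36 at 72.0 and 522 CPM in T-like cells. Over all neutrophil-like cells the order was the opposite for both genes, but cluster 21 is found in 1 library alone. In neutrophil-like cluster 6 Nr4a1 was at 663 CPM (633 to 694) and 793 CPM (744 to 844), and the intervals of Zfp36, at 2316 and 2424 CPM, overlapped. In B-like cells the interval of the Nr4a1 ratio included 0 (-0.20 to 0.09) while Zfp36 was at 340 and 506 CPM.

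The MAPK genes the study names (Hspa1a, Flna, Jund, Daxx, Pak1, Atf4 and Nr4a1) had a median log2 ratio of 0.64 in macrophage cluster 7, at percentile 98.7 of matched random lists. The study chose this list partly on these libraries, so the percentile is not independent evidence. Of the 7 genes, 3 are also in the stress list. The intervals of Jund, Pak1 and Flna included 0 in that cluster. Hspa1a had a log2 ratio of 2.24 there. Hspa1a and Hspa1b are near-identical copies whose reads the counting may split, so each is uncertain. In all macrophages the median of the MAPK list was 0.90, and Flna, at 0.15, changed sign when the median gene was set to 0 and at equal subpopulation shares. The stress list of 38 genes had a median of 0.98 in all macrophages and 0.61 in macrophage cluster 7, both at percentile 100. Without the 4 study genes in it, the list had medians of 0.93 in macrophages, 0.61 in macrophage cluster 7, 0.90 in DC-like and 1.49 in plasma-like cells, also at percentile 100.

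Among the population genes in all macrophages, Ly6c2 was at 1029 and 2478 CPM and Ccr2 at 336 and 400.5 CPM in the libraries labelled Runx3_fl and Runx3. F10 was at 391 and 225 CPM, Cx3cr1 at 39.3 and 103 CPM, and Mrc1 at 41.0 and 82.3 CPM. In the annotation Cx3cr1 overlaps 3 genes on its strand, so its level is uncertain, and so is that of Mrc1, which overlaps a microRNA gene. These 5 genes were among the markers used to name clusters. Among the cytokines, Tnf was at 1162 and 356 CPM, Il6 at 256 and 49.8 CPM, and Il10 at 274 and 150.2 CPM, while Tgfb1 was at 246 and 372 CPM.

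Of the 3679 genes that passed the filter in macrophages, those with the largest ratios toward the library labelled Runx3 were Hes1 (3.93), Slfn4 (3.90), Hspa1b (3.17), Ifit3 (3.13), Hspa1a (2.94), S100a9 (2.87), Kazn (2.81) and Gm11290 (2.76). S100a9 in macrophages was at 3.78% of its level in the whole library labelled Runx3, below the estimate of 14.0% for free RNA there, so its level in macrophages is uncertain. Those with the largest ratios toward the library labelled Runx3_fl were Xist, Slc7a2 (-3.42), Il12b (-3.39), Gm4951 (-3.04), Procr (-2.91), Upp1 (-2.87), Gm16685 (-2.86) and Cxcl9 (-2.49). Xist was at 115 CPM (110 to 120) in the library labelled Runx3_fl and at 3 UMIs, or 0.167 CPM, in the library labelled Runx3, a log2 ratio of -6.63 that the added CPM of 1 draws toward 0, with a counting interval of -11.71 to -7.88 without that addition. Gm4951 and Xist overlap other genes on their strand and Gm16685 is annotated as antisense, so their levels are uncertain. With genes from 10 CPM admitted, 9 of the 16 genes stayed among the 16 with the largest ratios. Slc7a2, Procr, Gm16685, Cxcl9, Hes1, Hspa1a, Hspa1b and Gm11290 also led macrophage clusters made mostly of 1 library, and Hes1 is a resident marker, so they describe those clusters as much as the class.

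The study compared T cell subsets by flow cytometry, and the T-like cells here were compared in the same light. Treg-like cells were 2.43% (1.90 to 3.05) of T-like cells in the library labelled Runx3_fl and 21.8% (18.4 to 25.4) in the library labelled Runx3, or 0.597% and 1.51% of kept cells. CD8 T-like cells were 44.4% and 6.90% of T-like cells. CD4 T-like cells were 50.3% and 1.77%, an order that was opposite at resolution 0.5, and other T-like cells were 2.87% and 69.6%. The CD4 and CD8 clusters were nearly all from the library labelled Runx3_fl and the other T-like cluster, with 84 and 393 cells, mostly from the library labelled Runx3. Foxp3 is among the genes that name the Treg-like cluster, so its level below is not a separate check of that share. Over all T-like cells, Foxp3 was at 1.96 CPM (1.55 to 2.45) and 26.6 CPM (21.7 to 32.2), Ifng at 386 CPM (380 to 392) and 105 CPM (95.0 to 115), and Il17a at 1.33 CPM (0.998 to 1.74) and 10.6 CPM (7.66 to 14.4). After thinning, a Foxp3 UMI was found in 0.518% (0.290 to 0.853) and 3.29% (1.93 to 5.21) of T-like cells, against 0% (0 to 2.55) and 0.0811% (0.00205 to 0.451) of B-like cells, and against 0.0320% (0.000810 to 0.178) of NK-like and 0% (0 to 0.216) of DC-like cells of the library labelled Runx3_fl, whose median depths were 7230.0 and 13882 UMIs. In that library the interval of T-like cells lay above those of NK-like and DC-like cells and overlapped those of B-like cells and of macrophages (0.0456 to 0.644). An Ifng UMI was found in 34.1% and 9.09% of thinned T-like cells, against 0% and 0.406% of B-like cells. An Il17a UMI was found in 0.276% (0.119 to 0.543) and 0.967% (0.315 to 2.24), which overlapped each other and the B-like cells of the same library (0% and 0.162%). The thinning left out 27 and 48 T-like and 5 and 118 B-like cells. The median depths were 12147 and 6228 UMIs in T-like cells and 5984 and 5346 UMIs in B-like cells, and the unthinned shares in T-like cells were 1.03% and 7.79% for Foxp3, 70.9% and 15.2% for Ifng, and 0.581% and 1.77% for Il17a. In the annotation Foxp3 and Ifng each overlap another gene on their strand, so their levels are uncertain. Names of T cell subsets were rebuilt here from clusters, and a difference from the study may come from that.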

Values the study reported

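The study reported that it removed cells with over 15% mitochondrial content, under 200 genes or over 6000 genes. It described 5 macrophage subpopulations in these colons, and gave the single-cell samples as pools from 6 male mice.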

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

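The tests of the Runx3 pattern other than those on free RNA and on the mix over all macrophage clusters, and the test on Xist, were chosen after the results were seen, and the limits that decided each test were set after its first values were seen.

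Runx3 moved in opposite directions in macrophage/monocyte-like and NK-like cells: the log2 ratio of the library labelled Runx3 over that labelled Runx3_fl was 0.65 in the first and -0.39 in the second. With 1 library per group this difference was not tested. The tables argue against free RNA as the whole cause, since subtracting it left a ratio of 0.75 in macrophages, and against the mix of the subpopulations that both libraries hold. Equal shares over all 13 macrophage clusters gave 0.90, but gave almost no weight to clusters nearly absent from the library labelled Runx3_fl. Over the 7 clusters with at least 20 cells of each library, which held 78.1% and 63.9% of macrophages, equal shares gave 0.93. The ratio lay above 0 beyond its interval in 6 of the 7, and in macrophage cluster 6 it was -0.29 (-0.84 to 0.30). The other clusters held under 20 cells of a library and are not covered by this. One reading is that the library labelled Runx3_fl came from the mice with Lyz2-driven deletion. That reading needs lower Runx3 in that library in cells where Lyz2-driven Cre had acted and not elsewhere. The level of Lyz2 RNA in the sampled cells does not tell where that was. DC-like cells, with Lyz2 at 229 and 107 CPM against 4559 and 1707 CPM in macrophages, had a ratio of 0.52. Neutrophil-like cells had -0.19, and cluster 6 of them, without the cluster found in the library labelled Runx3 alone, had -0.23. Both intervals included 0, and Lyz2 in cluster 6 was at 175 and 188 CPM. A Runx3 UMI was found in only 4.49% and 5.79% of thinned neutrophil-like cells, given above as background, so these cells cannot decide it. The lower Runx3 of NK-like cells and of B-like cells, at -0.55 (-0.87 to -0.24), in the other library is not explained by deletion through Lyz2. Subtracting the free RNA estimated in macrophages left -0.28 in NK-like cells. It was not subtracted for B-like cells, which served above as background for Runx3, so free RNA stays open there. Other values go with the reading. In the library labelled Runx3_fl, Nr4a1 and Zfp36 were lower in macrophages and Treg-like cells were a smaller share of T-like cells. Tnf and Il6 were higher and Tgfb1 lower in its macrophages. These are the directions the study describes for its mice with the deletion, for the 3 cytokines in colon tissue after DSS-induced colitis. The study does not describe DSS for its single-cell samples. Ifng was higher in T-like cells of the library labelled Runx3_fl. The study describes a rise of IFNγ-positive CD4 T cells, whereas Ifng here was summed over all T-like cells. CD8 T-like cells were 44.4% of these in that library and 6.90% in the other, so Ifng cannot decide on that rise. The Treg-like share has the same denominator, whereas the study counted Foxp3-positive CD4 T cells by flow cytometry. That share therefore cannot decide on the fall of Treg cells either. Nr4a1 and Zfp36 were also lower in T-like and NK-like cells of that library, however. Il10 was higher in its macrophages, against the direction described after DSS. Il1b and Ccl5 were higher in macrophages of that library, macrophage cluster 7 included. For these genes the study's text is mixed. It describes both as reduced in resident macrophages of the mice with the deletion, and both as raised when Nr4a1 was silenced. It describes IL-1β as raised in colon tissue of the mice with the deletion after DSS. Il17a, also summed over all T-like cells, was lower in that library by CPM. The study describes a rise of Th17 cells, but the thinned shares of cells with an Il17a UMI overlapped between the libraries. The values do not decide it, also because counts from the 3' end may include transcripts of an allele that lacks an exon. A mislabelled library and a difference between the animals remain open.

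Xist, the RNA of the inactive X chromosome in female cells, was among the genes with the largest ratios in macrophages. The split of all kept cells by Xist and Y chromosome UMIs was outside the comparisons. In the library labelled Runx3_fl, 23.2% (22.4 to 24.0) of kept cells had an Xist UMI and no UMI of 4 Y chromosome genes, while 0 of the 8167 cells of the library labelled Runx3 did, which allows a share of up to 0.0367%. Cells with both kinds of UMI were 0.338 times as many as independence would give. This is consistent with a pool of cells from female and male animals in the library labelled Runx3_fl and from males in the other. The study describes its single-cell pools as male, although its methods name mice of both sexes in general. Xist UMIs numbered 28866 in the first library and 12 in the second. The low number of cells with both kinds argues against Xist as free RNA spread over all cells alike, and doublets may account for some of the cells with both. No biological explanation was tested.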

How the results depend on the processing

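Of 428 values recomputed under the alternatives, 47 of the main comparisons' values stayed within counting error or, for the count of shared genes, near the main count, 57 moved further and none of those changed a called direction. Among the other values 176 stayed, 142 moved and 6 changed sign from a main value whose interval excluded 0. Main differences within counting error also changed sign: the neutrophil-like share difference, -0.281 points, became 0.0821 at 500 genes, and the resident share is given below. Counting intervals are narrow at this depth, so a move is often small. The settings on unnamed clusters 3 and 10, sex genes, Y-positive cells, clusters with at least 20 cells of each library and the stricter resident name were added after the data were seen. The cause of a move was not tested unless the setting itself shows it. No paired analysis was possible because each group has 1 library. At resolution 0.5 no cluster was named Treg-like.

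Differences in share are given as the library labelled Runx3 minus that labelled Runx3_fl, in percentage points. For macrophages, the main value of 9.0 became 10.3 at 10% mitochondrial UMIs, 10.2 at 500 genes, 11.1 without doublets, 6.74 with unnamed cluster 10 counted in and 25.3 with unnamed clusters 3 and 10. At resolution 0.5 the NK-like difference was -25.0 and the T-like difference -18.8; without doublets the T-like difference was -18.7. The B-like difference was 16.3 at 500 genes and 16.3 without doublets. The Treg-like difference was 14.3 at 500 genes. The DC-like difference changed sign to 0.907 at resolution 2, and the CD4 T-like difference to 18.6 at resolution 0.5.

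The share of resident-marker clusters among macrophages had a main difference of 0.0367 points. It was -1.46 at 10% mitochondrial UMIs, 7.14 at 500 genes, -3.10 without doublets, 4.85 at resolution 0.5, 1.92 at resolution 2, -7.02 without centring, 4.0 with the library labelled Runx3_fl clustered alone, -2.54 with study and stress genes kept, and -4.70 with sex genes left out. Its sign depends on these settings.

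Log2 ratios in macrophages follow in the order Runx3, Nr4a1, Zfp36, Il1b and Ccl5 where all moved. Setting the median to 0 gave 0.29, 1.17, 0.66, -2.07 and -1.67. Equal subpopulation shares gave 0.90, 1.65, 1.14, -1.54 and -1.07. Over the 7 macrophage clusters with at least 20 cells of each library they gave 0.93 for Runx3, 1.57 for Nr4a1, 1.21 for Zfp36, -1.57 for Il1b and -1.0 for Ccl5. Within those clusters Il1b had the opposite sign in macrophage cluster 6, at 0.45 (0.13 to 0.78). Thinning gave 0.79 for Runx3, 1.64 for Nr4a1, -1.77 for Il1b and -1.58 for Ccl5. Subtracting free RNA gave 0.75 for Runx3, -1.67 for Il1b and -1.22 for Ccl5. Per-cell means gave -1.80 for Il1b and -1.56 for Ccl5. Without doublets Zfp36 was 0.98, Il1b -1.76 and Ccl5 -1.42. With cluster 10, Zfp36 was 1.08, Il1b -1.63 and Ccl5 -1.28; with clusters 3 and 10, Nr4a1 was 1.68, Zfp36 1.15, Il1b -1.69 and Ccl5 -1.37. In Y-positive, Xist-negative cells Nr4a1 was 1.63, Zfp36 1.07, Il1b -1.74 and Ccl5 -1.36. Flna changed sign to -0.20 with the median at 0, to -0.11 at equal subpopulation shares and to -0.23 over those 7 clusters. S100a9 went to -3.66 after free RNA was subtracted, but the estimate exceeded its whole level in macrophages of the library labelled Runx3, so that value was set by the floor at 0 and the added CPM and says nothing of direction. The MAPK list median ran from 0.40 to 0.76 and its percentile from 97.4 to 99.9 over 8 settings. With a minimum of 10 CPM, 9 of the 16 extreme genes stayed among the 16.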

Other observations

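The tests of a change confined to macrophages, of the stress genes and of the sex of the cells were chosen after the data were seen. So were those of Ccl5 and of macrophage clusters with at least 20 cells of each library. The pooled background and the plasma-like cells set beside Itgam, and the thinned shares used for depth, were also chosen afterwards. The tests of free RNA in Nr4a1 and Zfp36, of depth by ratio, of the mix over all macrophage clusters and of Itgam were fixed before. The limits that decided the tests were set after their first values were seen.

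Nr4a1 and Zfp36 were higher in macrophages of the library labelled Runx3. The tables argue against a change confined to macrophages, since in NK-like cells the log2 ratio was 0.86 for Nr4a1 and 1.4 for Zfp36. In T-like cells the ratios were 0.91 and 2.84, but the 2 libraries hold mostly different T-like clusters. The other T-like cluster was 2.87% of T-like cells in the library labelled Runx3_fl and 69.6% in the other. The T-like ratios may therefore come from that mix, for which no equal shares were computed. In B-like cells Nr4a1 did not differ beyond its interval. Over all neutrophil-like cells the order was the opposite, but in neutrophil-like cluster 6, which both libraries hold, the Nr4a1 ratio was 0.26 (0.14 to 0.37). The tables also argue against free RNA, sex of the cells, depth and subpopulation mix as the whole cause. In macrophages thinned to 2000 UMIs, an Nr4a1 UMI was found in 21.1% of cells in the library labelled Runx3_fl and 48.7% in the other. A Zfp36 UMI was found in 67.7% and 83.4%. The log2 ratios after thinning, 1.64 and 1.04, do not bear on depth, since CPM is already relative to all UMIs. The Nr4a1 ratio was 1.55 after subtracting free RNA, 1.63 in Y-positive, Xist-negative cells and 1.65 at equal subpopulation shares. The Zfp36 ratio was 1.03, 1.07 and 1.14 in the same order. Equal shares give almost no weight to clusters nearly absent from the library labelled Runx3_fl. Over the 7 macrophage clusters with at least 20 cells of each library they gave 1.57 for Nr4a1 and 1.21 for Zfp36, and both ratios lay above 0 beyond their intervals in each of the 7. A candidate explanation is a stress-gene shift that spans cell classes, for which handling of the tissue is 1 candidate that was not tested. The 34 stress genes that are not study genes had a median log2 ratio of 1.33 in T-like, 0.47 in NK-like and 0.46 in B-like cells, each at percentile 100 of matched random lists. The T-like median carries the same limit of the cluster mix. Whether all classes share it cannot be told apart here: the median was -0.60 over all neutrophil-like cells, at percentile 5.42, and 0.38 in neutrophil-like cluster 6, at percentile 100, and the first mixes in a cluster of the library labelled Runx3 alone. The 2 genes belong to the same stress list. An effect of Runx3 within macrophages on top of such a shift was not excluded, and with 1 library per group no value here separates handling from group.

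Ccl5 was higher in macrophages of the library labelled Runx3_fl, which also held many NK-like and T-like cells rich in Ccl5. Free RNA from them may add to it. After subtracting from each library the highest Ccl5 level of its B-, plasma- and neutrophil-like cells, the log2 ratio was -1.09. With the level of epithelial-like cells subtracted it was -0.83, and with that of fibroblast-like cells, 12 cells in the library labelled Runx3_fl and 51 in the other, it was 0.75. RNA shared alike by all classes is at most the level of the lowest class. That was B-like cells, with an upper bound of 195 CPM in the library labelled Runx3_fl, and subtracting this bound from that library alone left -1.14. The tables therefore argue against such RNA as the whole cause. The level of the 12 fibroblast-like cells cannot be shared by all classes, and RNA taken up unevenly between classes stays open, since these cells are too few to decide it.

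T-like and B-like cells were found although the labels describe CD11b-positive cells. Itgam was at 39.8 CPM in T-like and 24.3 CPM in B-like cells of the library labelled Runx3_fl, against 1 UMI in its 29 epithelial- and fibroblast-like cells together, or 4.95 CPM (0.125 to 27.6). The fibroblast-like cells among them had 0 UMIs. The interval of T-like cells (37.9 to 41.8) lay above that background and that of B-like cells (15.6 to 36.2) overlapped it. Plasma-like cells of the same library, however, had Itgam at 49.85 CPM (45.5 to 54.5), above the T-like cells. In the library labelled Runx3 it was at 8.86 CPM in T-like and 10.2 CPM in B-like cells, below the 31.3 CPM, or 31 UMIs, of its epithelial- and fibroblast-like cells together. In that library this is consistent with lymphocytes without Itgam that came through the sort. In the other the values do not decide it.

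Clustering of the macrophages gave 13 clusters here. That is higher than the number of subpopulations quoted from the study above, and the clustering method and naming differ.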
